# MicroRNAs mediate liver transcriptome changes upon soy diet intervention in mice

**DOI:** 10.1111/jcmm.14140

**Published:** 2019-01-08

**Authors:** Edward Seclaman, Loredana Balacescu, Ovidiu Balacescu, Cristina Bejinar, Mihai Udrescu, Catalin Marian, Ioan Ovidiu Sirbu, Andrei Anghel

## Abstract

Soy‐based diets have triggered the interest of the research community due to their beneficial effects on a wide variety of pathologies like breast and prostate cancer, diabetes and atherosclerosis. However, the molecular details underlying these effects are far from being completely understood; several recent attempts have been made to elucidate the soy‐induced liver transcriptome changes in different animal models. Here we used Next Generation Sequencing to identify a set of microRNAs specifically modulated by short‐term soy‐enriched diet in young male mice and estimated their impact on the liver transcriptome assessed by microarray. Clustering and topological community detection (CTCD) network analysis of STRING generated interactions of transcriptome data led to the identification of four topological communities of genes characteristically altered and putatively targeted by microRNAs upon soy diet intervention.

## 1 INTRODUCTION

Soy‐based/rich diets have been associated with decreased risk of breast and prostate cancer, type 2 diabetes and atherosclerotic pathologies, an effect attributed to soy proteins and/or associated isoflavones.^1^ Several transcriptomic studies have investigated the effect of soy components on vertebrate physiology and metabolism, emphasizing the central role of the liver in mediating these effects.^2^, ^3^, ^4^ However, nothing is known about the impact of soy diet on liver microRNA expression and their role in mediating the soy‐associated transcriptome changes. In the present study, we used the Next Generation Sequencing (NGS) and microarray to assess the expression of microRNAs and mRNAs in the liver of adult male mice fed for 4 weeks a soy‐rich diet. By combining miRWalk3.0 prediction and STRING algorithms with a clustering and topological community detection (CTCD) approach, we analysed and characterized the functional gene communities impacted by microRNAs upon soy diet intervention.

## 2 METHODS

### 2.1 Dietary intervention

Two groups of three 12 weeks old male mice housed in Udel^®^ polysulphone cages, on a 12 hour light‐dark cycle were fed ad libitum granulated regular chow (Cantacusino Institute, Bucharest) and granulated soy‐enriched chow (25% soy bean) for 28 days. On day 28, the animals were sacrificed and approximately 0.5 g of liver tissues have been collected, immediately, immersed in RNAlater stabilization solution (Qiagen) and stored at −80°C until its further use.

### 2.2 Small RNA sequencing

Small RNA was isolated using the miRNeasy Mini Kit (Qiagen); RNA concentration was determined using the Qubit 2.0 Fluorometer (Thermo Fisher Scientific) and RNA quality control was assessed using an Agilent 2100 Bioanalyzer (median RIN value of 8.8). Small RNA sequencing was performed on a NextSeq 500 Sequencer (Illumina) platform (Biogazelle, Belgium).

Mapped data were filtered using a cut‐off of four reads, normalized using the DESeq2 geometric mean‐based method, log2‐transformed, followed by calculation of differential miRNA expression using a False Discovery Rate (FDR) of 5% (Benjamini & Hochberg). qRT‐PCR validation was performed on RNA samples purified with miRVANA kit (Thermofisher) using Taqman assays (Thermofisher) and normalization to U6 snRNA (Thermofisher). RNA‐Seq data have been deposited at NCBI Gene Expression Omnibus under accession code GSE113598.

### 2.3 Microarray expression profiling and qPCR

Total RNA containing miRNA was extracted with TriReagent (Sigma‐Aldrich), purified with RNeasy Mini Kit (Qiagen) and assessed for quality (RIN > 8) with Agilent 2100 Bioanalyzer (Agilent Technologies).

The cRNA‐Cy3 microarray probes synthesized from 100 ng of total RNA (Agilent Low Input Quick Amp Labeling Kit) were hybridized on Agilent G3 Mouse Gene Expression v.2 arrays for 17 hours at 65°C. After washing, the hybridized slides were scanned with an Agilent G2505C Microarray Scanner at 3 µm resolution (protocol GE1_1105_Oct12), the microarray images were processed with Agilent Feature Extraction (FE) software v. 11.5.1.1 and data analysis was done in R/Bioconductor (https://www.bioconductor.org/) using as input the raw median signals generated by FE. The differential expression was assessed using linear models and empirical Bayes statistics implemented in limma package/R^5^ and p‐values adjusted for multiple testing with Benjamini‐Hochberg method. The microarray data have been deposited at NCBI Gene Expression Omnibus under accession code GSE111804.

qRT‐PCR validation of seven of the differentially expressed genes (Cyp4a14, Tle1, Ugdh, Fh1, Esr1, Hamp2, Cebpe) was performed on RNA samples purified with miRVANA kit (Thermofisher) using Taqman assays (Thermofisher) and normalization to Gapdh and Hprt (Thermofisher).

### 2.4 Bioinformatics analysis

Target prediction for the differentially expressed microRNAs was computed using the miRWalk3.0 platform (adjusted binding probability > 0.95).^6^

The functional interactions between the genes found deregulated upon soy‐diet intervention were retrieved using the STRING platform (https://string-db.org//; medium confidence interaction score) and further analysed using a CTCD approach which assumes both modularity‐class and force directed layout clustering, as previously described.^7^, ^8^, ^9^, ^10^ In our graph representation, each vertex represents a gene/protein and each edge stands for all types of gene interactions (ie either up‐ and down‐regulation) between two genes/proteins. Modularity classes are indicated by assigning a distinct colour to each community and associate with distinct biological functions.^11^

## 3 RESULTS

### 3.1 The soy‐enriched diet

Despite the biochemical changes triggered by soy addition (File S1; Supplementary Table S1), the overall change of the soy‐enriched diet energetic value is minimal (+6.1%), which is reflected by the lack of significant weight gain in the soy‐fed group compared to control (14.2% vs 6.8%, *P* = 0.224).

**Table 1:** MicroRNAs deregulated in the liver of soy‐fed animals

Gene	Coordinates	log_2 _FC	P adj
mmu‐miR‐145a‐5p	chr18: 61647825‐61647894 [−]	0.849	1.32E‐02
mmu‐miR‐455‐3p	chr4: 63256851‐63256932 [+]	1.201	1.5E‐02

FC: fold change.

### 3.2 microRNA expression

Soy‐fed vs control liver analysis generated an average of 22.3 × 10^6^ reads mapped to 439 mature microRNAs and 20.573 × 10^6^ reads mapped to 434 mature microRNAs, respectively; none of these differences are statistically significant.

Deseq analysis with Benjamini & Hochberg correction (FDR = 5%) identified two differentially expressed microRNAs (mm‐miR145a‐5p and mmu‐miR‐455‐3p, Table 1), both validated by qRT‐PCR analysis (FC = 1.21 and 1.56 respectively).

### 3.3 mRNA expression

Our microarray analysis of mRNAs expressed in the liver of soy‐fed animals identified a set of 202 differentially expressed unique genes (adjusted *P* value < 0.05), of which 68.32% are up‐regulated (FC > 1.5) and 31.68% are down‐regulated (FC < 0.66) (File S1; Supplementary Table S2). 

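Liver RNA from 3 mice fed regular chow (control) and 3 mice fed chow with 25% soy bean (soy) for 28 days was hybridized to Agilent G3 Mouse Gene Expression v.2 arrays, with 1 array per mouse and 1 colour per array. The authors deposited the Feature Extraction output of each array, which holds the median intensity of each spot and of its local background without normalization, and a table of log2 values for the same spots that share their quantiles across arrays. The methods name the raw median signals as input, and the paper's text names no background correction, normalization or filter. Here the median intensities were therefore background corrected by normexp with an offset of 50, quantile normalized and log2 transformed, and the spots of each probe were averaged. Each of the 56605 probes was tested for soy against control with limma, and p-values were adjusted by the Benjamini-Hochberg method. A gene symbol was found for 32994 probes (58.3%). The spots well above background numbered 37010, 36366 and 38163 on the control arrays and 31308, 31988 and 32498 on the soy arrays. The arrays lie on 3 slides, with control 1, control 2 and soy 1 on slide 1, soy 2 on slide 2, and control 3 and soy 3 on slide 3. The number of arrays, 3 per group, limits the precision of each value.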

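By the paper's thresholds (adjusted p under 0.05, with a fold change above 1.5 or under 0.66), 198 probes differed between soy and control livers. They include 57 probes without a gene symbol, and the others belong to 122 genes, 78 higher and 44 lower in soy (63.9% higher). Soy and control values did not overlap for any of the 198 probes, as for 10205 of all probes (18.0%), where chance gives 10%. All but 1 of them were well above background on every array of at least 1 group. For 14, that 1 among them, a group was not well above background on any array. Of the alternatives tried, the Agilent processed signal, scaled to the 75th percentile of each array, moved the count most, to 5837 genes (5277 higher, 560 lower). Among probes that were well above background on no array, this signal gave 11086 probes higher and 88 lower in soy, and among probes well above background on all 6 arrays it gave 698 higher and 530 lower. With 1 array left out, the count was 63 genes without control 1, 45 without control 2, 125 without control 3, 30 without soy 1, 18 without soy 2 and 16 without soy 3. With slide as a block in the model, 16 genes passed, where slide 2 holds 1 soy array only. The largest rises among these genes were in Rad51b, Cyp4a14, Pcp4l1, Btbd9 and Gm10639, and the largest falls in Cebpe, Mt1, Tiam2, Nrg4 and Lpin1. Rad51b (NM_009014) changed by 3.87 (SE 0.32, adjusted p = 0.0101) on a probe well above background on 2 of 3 control arrays, and its other probe was not well above background on any array. Pcp4l1 (NM_025557) rose by 2.68 (SE 0.12, adjusted p = 0.000639), and by 1.19 (adjusted p = 0.00992) on its dimmer probe. One Btbd9 probe (NM_172618) rose by 2.66 (SE 0.12, adjusted p = 0.000639), while a brighter Btbd9 probe changed by -0.13. For Gm10639 (NM_001122660) the change was 2.24 (SE 0.28, adjusted p = 0.0316), and for Mt1 (NM_013602) it was -3.97 (SE 0.53, adjusted p = 0.0370), while a dimmer Mt1 probe changed by -1.82 (adjusted p = 0.385) and did not pass. Rad51b, Pcp4l1 and Mt1 are not in Table S2. When 1 array was left out, by the probe given, Pcp4l1 and Btbd9 passed in each; Rad51b did not pass without soy 3 (adjusted p = 0.0502); Gm10639 passed in none (0.0500 to 0.122); Mt1 passed without control 2 (0.0404) but not in the other fits (0.0622 to 0.145).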

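The genes that the paper measured by qRT-PCR were examined on the arrays, each by the probe with the highest mean signal, as normalized signal (log2, mean ± SD, n = 3 arrays per group). Cyp4a14 (NM_007822) was 6.97 ± 0.28 in control and 10.24 ± 0.48 in soy livers, a change of 3.27 (SE 0.25, adjusted p = 0.00785), with 2 of the 3 control arrays well above background. Ugdh (NM_009466) was 14.41 ± 0.22 and 15.47 ± 0.17, a change of 1.06 (SE 0.15, adjusted p = 0.0401), while its dimmer probe gave 1.21 with an adjusted p of 0.0684. Cebpe (NM_207131) was 10.91 ± 0.77 in control livers and not well above background on any soy array, at least 19.8-fold lower in soy (adjusted p = 0.00785). The other genes did not pass the adjusted threshold on this probe. Hamp2 (NM_183257) changed by -5.04 (SE 0.82, adjusted p = 0.0622), with the widest spread of these genes, 13.81 ± 1.43 in control and 8.77 ± 1.30 in soy. Fh1 (NM_010209) changed by -0.67 (SE 0.11, adjusted p = 0.0591) and Tle1 (NM_011599) by -0.69 (SE 0.19, adjusted p = 0.212), and another Tle1 probe (NM_001285531) passed with a change of -0.72 and an adjusted p of 0.0326, though no Tle1 probe did with any 1 array left out. Values of these genes did not overlap between the groups. The paper took its qRT-PCR genes from those that differed on these same arrays, so the separation is not independent evidence. Esr1 (NM_001302532) changed by -0.31 (SE 0.15, adjusted p = 0.478), and its groups overlapped. The reference genes of the qRT-PCR did not pass either: Hprt changed by 0.38 (SE 0.11, adjusted p = 0.223) without overlap, and Gapdh by -0.013 (SE 0.11, adjusted p = 0.978), with the opposite sign without control 3 (0.040) or without soy 3 (0.052). In the fits without 1 array, by the probe given, Cyp4a14 and Cebpe passed in each; Ugdh passed without control 3 (0.0430) but not in the other fits (0.104 to 0.137).

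**Figure D1:**
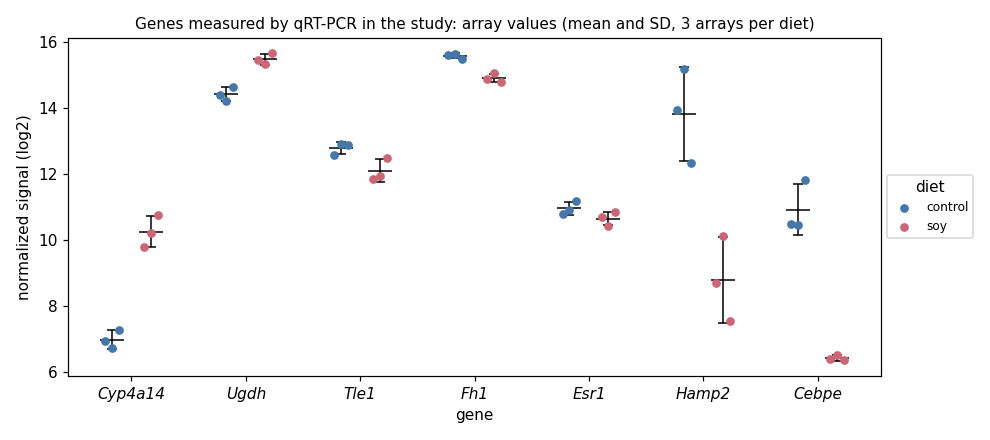
Normalized array signal (log2, vertical axis) of the genes measured by qRT-PCR, for the 3 control (blue) and 3 soy (red) arrays; points are arrays, and bars show mean and SD. Control and soy arrays are apart for every gene except Esr1, whose change was -0.31.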

We have validated by Taqman qRT‐PCR seven genes: Cyp4A14 (FC = 146.06; *P* = 0.024), Ugdh (FC = 2.16; *P* = 0.0018), Tle1 (FC = 0.42, *P* = 0.00035), Fh1 (0.36; *P* = 0.0057), ESR1 (FC = 0.55; *P* = 0.0079), Hamp2 (FC = 0.012; *P* = 0.039), Cebpe (0.0087; *P* = 0.0007).

### 3.4 Network analysis

In order to understand the biological significance of our transcriptome data, we used a CTCD approach to analyse the functional protein‐protein interactions network of the differentially expressed genes generated by STRING10.0 algorithms (http://string-db.org/). We identified five gene communities, partially overlapping with, but also complementing the STRING functional networks (File S1; Supplementary Table S3). Our CTCD network analysis delineates a central axis of transcription factors (Egfr, Esr1, RXRg, NR1i3), which links the iron metabolism community (centred on Slc40a1, Slc39a14, Slc11a2 and Tfrc), catalytic activity community (centered on Gnat, Tle1 and Tiam2), glutamate/glutathione metabolism community (centred on Gclm, Gclc, Got1, Gstm1, Gstm4), and xenobiotic/fatty acid metabolism community (centred on Cyp2j9, Cyp4A14, Acaa1b, Aox1 and Acot1, Acot3, Ces1d, Pdk4). 

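Of the transcription factors on this axis, Rxrg (NM_009107) rose in soy livers by 1.44 (SE 0.18, adjusted p = 0.0297) on the log2 scale. Nr1i3 (NM_009803) rose by 0.85 (SE 0.16, adjusted p = 0.0877) on its brightest probe, and its other probe (NM_001243062) passed with 0.87 and an adjusted p of 0.0426; of the fits with 1 array left out, a Nr1i3 probe passed only in that without control 3. In the iron metabolism community, Tfrc (NM_011638) rose by 1.23 (SE 0.14, adjusted p = 0.0219). The change of Slc40a1 (NM_016917) was 0.49 (SE 0.20, adjusted p = 0.409), and the alternatives gave adjusted p between 0.132 and 0.654. The brightest probe of Slc11a2 (NM_001146161) rose by 1.08 (SE 0.16, adjusted p = 0.0505), and its other probes changed by -0.20, -0.10 and 0.034, so the direction differs between probes. Of the xenobiotic and fatty acid genes, all 8 were higher in soy without overlap, and 5 passed. The paper's network was built from genes that differed on these same arrays, so the shared direction is not independent evidence. Those that passed besides Cyp4a14 were Ces1d (NM_053200) with 1.51 (SE 0.13, adjusted p = 0.0101), Pdk4 (NM_013743) with 1.87 (SE 0.18, adjusted p = 0.0151), Acaa1b (NM_146230) with 1.13 (SE 0.12, adjusted p = 0.0194) and Acot1 (NM_012006) with 1.78 (SE 0.22, adjusted p = 0.0316). Acot3 (NM_134246) changed by 2.37 (SE 0.42, adjusted p = 0.0767), Aox1 (NM_009676) by 1.72 (SE 0.30, adjusted p = 0.0734) and Cyp2j9 (NM_028979) by 1.09 (SE 0.24, adjusted p = 0.141). Gstm4 (NM_026764), listed with the glutathione genes, rose by 1.19 (SE 0.12, adjusted p = 0.0167). Soy and control values did not overlap for any gene given here, on its brightest probe. When 1 array was left out, by the probe given, Rxrg passed without control 3 (0.0430) but not in the other fits (0.0658 to 0.106); Tfrc passed without control 2 (0.0437) but not in the other fits (0.0503 to 0.0853); Ces1d did not pass without soy 3 (adjusted p = 0.0502); Pdk4 passed without control 1 (0.0113), control 2 (0.0474) and control 3 (0.0352) but not in the other fits (0.0539 to 0.0704); Acaa1b passed without control 2 (0.0471) and control 3 (0.0310) but not in the other fits (0.0545 to 0.0972); Acot1 passed without control 2 (0.0404) and control 3 (0.0271) but not in the other fits (0.0779 to 0.125); Gstm4 passed without control 3 (0.0258) but not in the other fits (0.0537 to 0.0733).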

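Of the clustered genes, Esr1, Gapdhs, Egfr, Nrg4, Got1, Fh1, Gnat1, Tle1, Tiam2, Klf10, Hamp2, Slc39a14, Sult1e1 and Lpin1 were all lower in soy livers on their brightest probe. These are 14 genes, of which 13 had no overlap between the groups and 8 passed both thresholds on at least 1 probe. The paper picked them as down-regulated on these same arrays, so their shared direction and separation are not independent evidence. Esr1, Tle1, Fh1 and Hamp2 are among the genes measured by qRT-PCR. Got1 (NM_010324) fell from 16.23 ± 0.59 to 14.02 ± 0.20 (log2, SD, n = 3), a change of -2.21 (SE 0.28, adjusted p = 0.0310). Lpin1 (NM_001130412) changed by -3.02 (SE 0.31, adjusted p = 0.0172), and its other probes by -3.16 and -0.81. Nrg4 (NM_032002) changed by -3.10 (SE 0.40, adjusted p = 0.0329), while its other probes changed by -1.63 and -1.83 and did not pass (adjusted p = 0.109 and 0.0964). Egfr (NM_207655) changed by -1.24 (SE 0.14, adjusted p = 0.0254), Slc39a14 (NM_001135151) by -0.81 (SE 0.11, adjusted p = 0.0401) and Klf10 (NM_013692) by -0.86 (SE 0.13, adjusted p = 0.0473). A second Klf10 probe (NM_001289471), well above background on 1 array of each group, changed by 0.033. Tiam2 (NM_011878) was not well above background on any soy array and was at least 9.34-fold lower in soy (adjusted p = 0.000664). Gapdhs (NM_008085) and Sult1e1 (NM_023135) were likewise well above background on no soy array, at least 2.12-fold and 2.05-fold lower, without passing (adjusted p = 0.0829 and 0.0749). Gnat1 (NM_008140) changed by -1.74 (SE 0.28, adjusted p = 0.0632). When 1 array was left out, by the probe given, Tiam2 passed in each; Lpin1 passed without control 1 (0.0461), control 3 (0.0338) and soy 1 (0.0237) but not in the other fits (0.0530 to 0.0733); Egfr passed without control 2 (0.0437) and control 3 (0.0368) but not in the other fits (0.0576 to 0.104), while another Egfr probe passed without control 1 and soy 1; Got1 passed without control 3 (0.0151) but not in the other fits (0.0545 to 0.119); Nrg4 passed without control 3 (0.0259) but not in the other fits (0.0572 to 0.128); Slc39a14 passed in none (0.0759 to 0.138); Klf10 passed in none (0.0688 to 0.164).

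**Figure D2:**
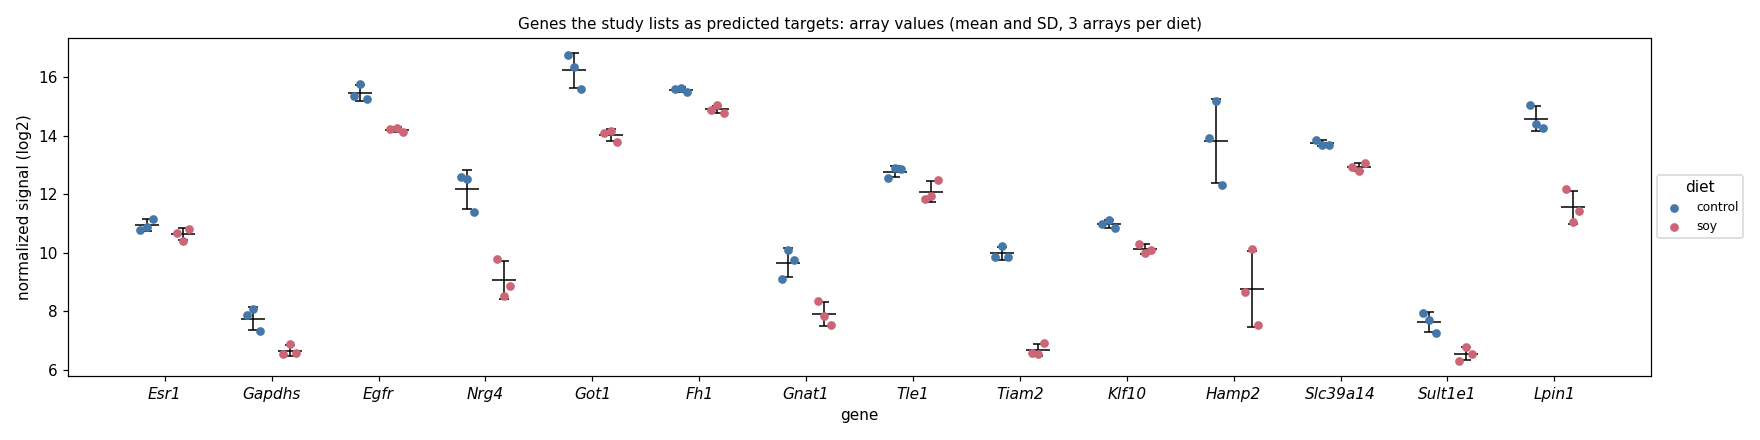
Normalized array signal (log2, vertical axis) of these 14 genes, for the 3 control (blue) and 3 soy (red) arrays; points are arrays, and bars show mean and SD. The soy mean lies under the control mean for every gene, and the arrays of both groups overlap for Esr1 alone. The paper picked these genes as down-regulated on these same arrays.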

Of the 50 clustered genes, only 11 are down‐regulated, and predicted (TarPmiR algorithm, binding probabilities > 0.95 and binding energies < −18 kcal/mol) to interact with miR‐145 and miR‐455: Esr1, Gapdhs, Egfr, Nrg4 (nuclear receptor cluster), Got1, Fh1 (glutamine/glutathione cluster), Gnat1, Tle1, Tiam2 (catalytic activity cluster), Klf10, Hamp2, Slc39a14, Sult1e1, Lpin1 (iron metabolism cluster) (Figure 1).

**Figure 1:**
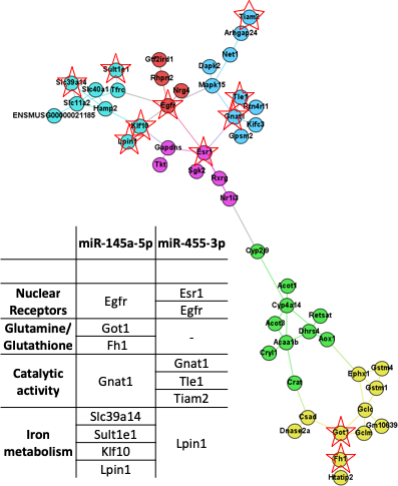
Network analysis: Analysis of liver microRNA‐mRNAs relationships upon soy diet intervention based on a clustering and topological community detection procedure applied to STRING data generated from the differential gene expression network. Vertex/gene positions are assigned by employing force‐directed network layout Force Atlas 2. The distinct colours indicate modularity classes associated with functional properties (Blue ‐ catalytic activity community, Turquoise ‐ Iron metabolism community, Red ‐ Egfr (nuclear receptor) community, Pink ‐ Esr1/RXR (nuclear receptor) community, Green ‐ Xenobiotic/fatty acid metabolizing community, Yellow ‐ Glutamine/Glutathione metabolizing community). mmu‐miR‐145a‐5p and mmu‐miR‐455‐3p miRWalk3.0 predicted targets are marked with a star and outlined in tabular form

## 4 DISCUSSION

Our microarray analysis identified transcriptome changes suggestive for an alteration of the liver defense against xenobiotics: Cyp4a14 (female‐predominant cytochrome P450 monooxygenase involved in detoxification through oxidation) and Aox1 (involved in the first‐pass, non‐CYP metabolism of xenobiotics) are strongly up‐regulated, while Sult1a1 and Sult1e1 (3′‐phospho‐5′‐adenylyl sulphate‐dependent sulfotransferases) are strongly down‐regulated.^12^, ^13^

Furthermore, in concordance with previous results, our data show changes in the expression of genes involved in glutamine/glutathione metabolism.^2^ Both the catalytic (Gclc) and the modifier (Gclm) units of glutathione‐cysteine ligase, as well as glutathione S‐transferase (Gstm1) genes are coordinately up‐regulated upon soy diet intervention, portraying a liver ready to detoxify peroxidized lipids and/or xenobiotics.^14^

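On the arrays, Gclc (NM_010295) was 13.97 ± 0.18 in control and 15.41 ± 0.45 in soy livers (log2, SD, n = 3), a change of 1.44 (SE 0.22, adjusted p = 0.0529). Gclm (NM_008129) was 14.39 ± 0.13 and 15.05 ± 0.053, a change of 0.66 (SE 0.11, adjusted p = 0.0591). Both were higher on each soy array than on any control array, and both lay just outside the adjusted threshold. Gstm1 (NM_010358) passed it with 0.96 (SE 0.13, adjusted p = 0.0398), and so did its other probe, with a change of 1.20. With only the probes well above background tested, Gclc and Gclm passed as well, but neither passed with any 1 array left out. Over all 48 alternative settings, Gclc passed in 16 and Gclm in 17. In the fits without 1 array, by the probe given, Gstm1 passed without control 1 (0.0351) but not in the other fits (0.0917 to 0.143), while another Gstm1 probe passed without control 3. From the joint rise of these genes, the paper describes a liver prepared to detoxify peroxidized lipids or xenobiotics.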

At least some of the soy‐induced liver transcriptome changes are mediated by changes in the expression of mmu‐miR‐145a‐5p and mmu‐miR‐455‐3p. Both miR‐145 and miR‐455 have recently emerged as powerful markers of liver pathology, ranging from fibrosis to hepatocellular carcinoma (HCC).^15^ MiR‐145 is involved in the outgrowth of the embryonic hepatic bud and modulates the activation of stellate cells.^16^, ^17^ The role of miR‐455 in liver biology is less clear; a recent paper documents its role in Runx2‐mediated modulation of HCC migration, data that correlate with a predicted role in regulating cell adhesion and locomotion during liver metastasis of colorectal cancer.^18^ Of note, none of the liver‐specific (miR16, miR‐27, miR‐30, miR‐126) or liver most abundant microRNAs (miR‐122, miR‐192, miR‐199a/b, miR‐101, miR‐99a, and let‐7a/b/c/f) are deregulated upon soy dietary intervention.^19^, ^20^, ^21^, ^22^

Our data strongly suggest that miR‐145 and miR‐455 may impact the expression of nuclear receptors (Esr1, Egfr, Nrg4) and the glutamine/glutathione (Got1, Fh1), catalytic activity (Gnat1, Tle1, Tiam2) and iron metabolism (Klf10, Hamp2, Slc39a14, Sult1e1, Lpin1) clusters.

The changes in expression levels of iron transporters are particularly interesting as both protein extracts and soy phytates chelate and inhibit iron absorption and bioavailability, reducing both ferritin and iron serum levels.^23^, ^24^ On the other hand, the (miR‐dependent) down‐regulation of Esr1 is in line with published data showing that soy isoflavones exert their estrogenic effect through preferential transactivation of ESR2, effect manifest especially in low endogenous oestrogen level conditions (men, menopause, post‐ovariectomy).^25^, ^26^ It is thus plausible that the oestrogenic effect of the soy‐enriched diet is due to soy isoflavones signalling through an unperturbed ESR2 which may regulate target genes expression in both liganded and unliganded form.^27^, ^28^

Several lines of evidence suggest a bi‐directional crosstalk between both ESR and EGFR signalling and the two differentially regulated microRNAs. Oestrogen inhibits miR‐145 expression in splenic lymphocytes and epithelial endometrial cells, while miR‐145 targets Esr1 in human breast cancer cells.^29^, ^30^, ^31^ Similarly, EGFR down‐regulates the expression of miR‐145 in lung cancer cells, while miR‐145 and miR‐455 down‐regulate EGFR expression in human lung adenocarcinoma and gastric cancer cells, respectively.^32^, ^33^, ^34^

In this context, one of the emerging concepts tempting to speculate upon is that of a bi‐univocal feedback loop between ESR‐EGFRs and miR145/miR‐455. It would be interesting to assess whether, in the context of soy dietary challenge, this phenomenon is specific to the liver and to decipher the interplay of ESR1, ESR2, EGFR and microRNAs in liver's transcriptome response.

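Among the probes with a gene symbol here, 6 measure Esr1, and all of them were lower in soy livers. On the 3 probes well above background in both groups the changes were -0.21 to -0.31 on the log2 scale, and the 3 that were not well above background on any soy array were at least 1.08-fold to 1.25-fold lower. None passed the adjusted threshold, the smallest adjusted p being 0.160. Esr2 (NM_207707) changed by 0.058 (SE 0.13, adjusted p = 0.901) on its brighter probe, and without control 1 its sign turned (-0.060). For Egfr, a second probe of the same transcript passed with a change of -1.09 and an adjusted p of 0.0115, whereas the probe of another transcript (NM_007912) changed by -0.43, its groups overlapping (adjusted p = 0.464). For iron metabolism, a list of hepcidin pathway genes was tested as a set. Its 10 genes had a median change of 0.060 and a mean of -0.35, 6 of them higher in soy, with an adjusted p of 0.560 from camera, so the list's median and mean differ in sign. The paper measured the mature microRNAs by sequencing. Of the genes listed here as their hosts, Col27a1 changed by 0.97 (adjusted p = 0.129) and Carmn by -0.24 (adjusted p = 0.446), in both cases without overlap.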

Our data reveal microRNA and mRNA changes induced by the 4 weeks of soy diet in the liver of young male mice and suggest that the liver transcriptome response to soy diet (in particular the ESR/EGFR expression and the iron metabolism) is partially mediated by two microRNAs, mmu‐miR‐145a‐5p and mmu‐miR‐455‐3p. One should nevertheless interpret these data as the sum of changes in all the types of cell composing the liver: hepatocytes, stellate cells, Kupffer cells, endothelial cells, blood cells; in this respect, it would be interesting to dissect the exact contributions of these cells to the overall transcriptome change. Whether the microRNA response to soy diet is cell type specific and age and/or gender biased, remains to be established by future experiments.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHORS’ CONTRIBUTION

Edward Seclaman analysed RNA‐seq and microarray data, and contributed to the manuscript Andrei Anghel analysed qPCR‐data and contributed to the manuscript, Cristina Bejinar purified RNA, performed qRT‐PCR experiments, Ovidiu Balacescu and Loredana Balacescu performed microarray experiments and analysed microarray data, Mihai Udrescu performed CTCD network analysis, Catalin Marian analysed data and contributed to the manuscript, Ioan Ovidiu Sirbu designed the experiments, analysed data and wrote the manuscript. All authors reviewed the manuscript.

## Supporting information

 Click here for additional data file.

# Supplementary material for: MicroRNAs mediate liver transcriptome changes upon soy diet intervention in mice
**Source:** J Cell Mol Med. 2019 Jan 8;23(3):2263–7. doi: 10.1111/jcmm.14140
**Supplement:** Supplementary file 1

**Supplementary table S1.** Biochemical composition of regular and soy-enriched chow

| **Parameter** | **Regular food** | **Soy-enriched food** | **Variation (%)** |
| --- | --- | --- | --- |
| Total carbohydrates (g/100g) | 64.83 | 57.62 | -11.12 |
| Available carbohydrates (g/100g) | 49.3 | 39.9 | -19.07 |
| Total sugar (g/100g) | 3.69 | 5.19 | 40.65 |
| Total diet fibres (g/100g) | 15.53 | 17.63 | 13.52 |
|  |  |  |  |
| **Lipids (g/100g)** | 2.86 | 6.88 | 140.56 |
| Saturated fatty acids (g/100g) | 0.48 | 1.07 | 122.92 |
| Mono-unsaturated fatty acids (g/100g) | 0.9 | 1.62 | 80.00 |
| Poly-unsaturated fatty acids (g/100g) | 1.46 | 4.14 | 183.56 |
| Trans fatty acids (g/100g) | <0,10 | <0,10 | - |
| Omega3 fatty acids (g/100g) | 0.08 | 0.47 | 487.50 |
| Omega6 fatty acids (g/100g) | 1.38 | 3.67 | 165.94 |
| Omega9 fatty acids (g/100g) | 0.87 | 1.52 | 74.71 |
| Omega6/omega3 ratio | 17.25 | 7.81 | -54.73 |
|  |  |  |  |
| **Proteins (g/100g)** | 18.09 | 22.13 | 22.33 |
|  |  |  |  |
| **Energy (Kcal/100g)** | 326 | 346 | 6.13 |

**Supplementary table S2.** Genes differentially regulated in the liver of young male mice upon soy-diet intervention.

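Supplementary Table S2 lists 201 distinct gene symbols, 138 up-regulated and 63 down-regulated, of which 182 were matched to probes here and 19 were not. Of the matched genes, 173 had the same sign on the arrays as in the table, and 87 passed the paper's thresholds in the same direction. The fold change of the probe closest to the table's value lay within 1.1 times of it for 142 of the 182 genes and more than 1.5 times away for 21, where the probe was chosen by that closeness. Only probes with a gene symbol here were read, so a gene whose table value came from another probe may count as away or as not passing. The 95 matched genes that did not pass had a median adjusted p of 0.0727, taking the smallest over the probes of each gene, and 69 of them were under 0.1. By their brightest probe, 165 of the 182 matched genes passed when adjusted over the list alone and 78 over all probes, and of the 37 genes named in the text 34 and 18 did. The study picked both lists from these samples, so the adjustment over the list alone is not independent evidence. 35 genes passed here that the table does not list.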

**Suppementary Table 3. String analysis of differentially expressed genes upon soy diet intervention.** The STRING-generated network is of rather low complexity (178 nodes; 83 edges; average node degree 0,933; average clustering coefficient 0,178; expected number of edges 40; PPI enrichment value 2,04e-09) outlining significant effects on sulfur compound, oxoacid and unsaturated fatty acids metabolic processes, glutathione and cysteine metabolism and on ferrous iron transmembrane transporter activity.

| **Biological function** | | | |
| --- | --- | --- | --- |
| **#pathway ID** | **pathway description** | **observed gene count** | **false discovery rate** |
| GO.0006790 | Sulfur compound metabolic process | 13 | 2.92E-04 |
| GO.0043436 | Oxoacid metabolic process | 19 | 4.43E-03 |
| GO.0044699 | Single-organism process | 103 | 4.43E-03 |
| GO.0044710 | Single-organism metabolic process | 49 | 4.43E-03 |
| GO.1903874 | Ferrous iron transmembrane transport | 3 | 4.43E-03 |
| GO.0019752 | carboxylic acid metabolic process | 18 | 4.76E-03 |
| GO.0044281 | Small molecule metabolic process | 26 | 5.38E-03 |
| GO.0044763 | Single-organism cellular process | 94 | 8.21E-03 |
| GO.0006749 | Glutathione metabolic process | 5 | 1.62E-02 |
| GO.0006629 | Lipid metabolic process | 19 | 2.65E-02 |
| GO.0060586 | Multicellular organismal iron ion homeostasis | 3 | 2.65E-02 |
| GO.0006534 | Cysteine metabolic process | 3 | 3.50E-02 |
| GO.0044272 | Sulfur compound biosynthetic process | 6 | 4.49E-02 |
| **Molecular Function (GO)** | | | |
| GO.0015093 | Ferrous iron transmembrane transporter activity | 3 | 7.67E-03 |
| GO.0048037 | Cofactor binding | 11 | 8.76E-03 |
| **KEGG Pathway** | | | |
| 1040 | Biosynthesis of unsaturated fatty acids | 4 | 5.80E-03 |
| 1100 | Metabolic pathways | 24 | 5.80E-03 |

How the deposited data were processed for this re-analysis (not part of the article)

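Gene expression was measured in the livers of 6 male mice, 3 fed regular chow and 3 fed soy-enriched chow, with 1 microarray per mouse. The authors scanned 1-colour Agilent arrays and deposited, per the file headers, output of Feature Extraction 11.5.1.1, in which the median intensity of each spot and of its local background is neither background corrected nor scaled between arrays. The same output holds a processed signal, an intensity from which Feature Extraction had subtracted the background and a spatial trend before the data were deposited, and marks for spots well above background and for outliers. The authors also deposited a table of log2 values for the same arrays, whose columns share their quantiles. Its array medians lay between 7.33 and 7.34 (log2), and its values differed from those computed here by 0.056 at most. The paper's methods name raw median signals, limma and the Benjamini-Hochberg method, and no background correction or normalization.

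The median intensities were background corrected with normexp (offset 50), control spots were removed, the arrays were quantile normalized and log2 transformed, spots marked as outliers were left out, and the spots of a probe were averaged. This start was chosen because the methods name the median signals; the processed signal, scaled to the 75th percentile of each array, was an alternative. Each of 56605 probes was tested for soy against control with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the Benjamini-Hochberg method over all probes. A probe passed at an adjusted p under 0.05 with a fold change above 1.5 or under 0.66, and a gene passed when at least 1 of its probes did. Gene symbols came from RefSeq accessions through a table of assembly GRCm38.p6, whereas the arrays were annotated on another build, so no positions are given. A group that was well above background on none of its arrays gives a bound, computed against the other group, in place of a fold change. The tables were put together with Python 3.11.15 and pandas 2.3.3, and the plots with matplotlib 3.10.9.

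The genes named in the text were set by a rule: every gene the paper names, the 5 genes with the largest rise and the 5 with the largest fall among those that passed, taken by the brightest probe that passed, without overlap between the groups and well above background on all arrays of at least 1 group, and the members of each gene list that passed as a set (at most the 5 largest changes) or that checks the sex. Some members that this rule names are not reported here. The values in the paper's Supplementary Table S2 had been seen when the rule was written. A gene with several probes is given by its brightest probe, except the genes named for their large change, which are given by the probe that passed. The 20 gene lists, written from general knowledge of the mouse liver, hold 260 genes, of which 252 were on the array: adipocyte markers, CAR targets, cholangiocyte markers, cholesterol synthesis (SREBP-2) targets, clock genes with a morning peak, clock genes with an evening peak, endothelial cell markers, fasting and glucocorticoid response, female-biased liver genes, hepcidin pathway, Kupffer cell markers, lipogenesis (SREBP-1c) targets, male-biased liver genes, microRNA host genes, NRF2 targets, pancreas markers, PPARA targets, red cell and neutrophil markers, sex chromosome genes and stellate cell markers. They were tested with camera (correlation 0.01) on the brightest probe of each gene, leaving out genes with a missing value on an array, with the Benjamini-Hochberg method over the lists. The design, the gene lists and the alternatives below were fixed before the data were examined.

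The alternatives were no background correction, an offset of 16, the processed signal, a 75th-percentile shift, cyclic loess, only probes well above background on all arrays of a group, outlier spots kept, eBayes with trend and robust settings, the mean of a gene's probes, the replicate number or the slide as a block, the authors' deposited log2 values, adjusted p alone, and each array left out in turn. For the lists they were fry, an estimated correlation, and lists without Table S2 genes. The fit was tested on simulated data of the same size. Of probes with a simulated log2 change of 1, 54% passed, and of those with a change of 2, 93%. Beside them 11 unchanged probes passed, and 0 did when nothing was changed. For the set test, 10 of 10 shifted lists passed and 0 of 30 lists that were not shifted. The simulated genes varied independently of each other and the lists were drawn at random. The simulation therefore cannot tell how often a list of genes that vary together would pass without a shift. The microRNA sequencing and the qRT-PCR of the paper were left out, since the files used here hold neither.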

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

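The tests of a difference between slides and of a higher floor of dim spots on the soy arrays were chosen only after the result was seen. The other tests used here were planned. Each result below was picked out for genes that are higher in soy than in control livers and that the paper does not discuss, or for higher probes without a gene symbol. The last also gives those that were lower.

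Clock genes with a morning peak were higher in soy livers, with a median log2 change of 0.70, 6 of 6 genes higher and an adjusted p of 0.000189 from camera. None of them is in Table S2, and none passed alone. The log2 changes of single genes of the list include those of Arntl (1.79, adjusted p = 0.210), Clock (0.76, adjusted p = 0.255), Cry1 (0.64, adjusted p = 0.301) and Nfil3 (0.36, adjusted p = 0.687). The rise is seen within slide 1 (0.60) and slide 3 (0.90), and it did not pass with fry (0.0698), the estimated correlation (0.174) or the processed signal (0.243). The split of the arrays that follows the slides gave it an adjusted p of 0.0291. Clock genes with an evening peak moved the other way (median -0.74), which is what a different time of day at collection would give. An effect of the diet on the clock may give the same pattern, and the paper's text gives no hour of collection, so the larger adjusted p of both lists, 0.000189, does not separate these explanations.

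Cholesterol synthesis (SREBP-2) targets were slightly higher in soy livers, with a median log2 change of 0.13, 14 of 18 genes higher and an adjusted p of 0.0186 from camera. Within slide 1 the median was -0.076, with 8 genes higher, and within slide 3 it was 0.17, so the direction does not hold within both slides. The list passed under 14 of 22 alternatives, with adjusted p between 0.000744 and 0.870. The diet, the feeding state at collection and a difference between slides may each underlie a shift of this size. The list of the feeding state had an adjusted p of 4.45e-07 with camera and did not pass with fry. The log2 changes of single genes of the list include those of Fdft1 (0.44, adjusted p = 0.146), Mvd (0.40, adjusted p = 0.349) and Nsdhl (-0.33, adjusted p = 0.329). The slide split gave this list an adjusted p of 0.0902, and a split that follows neither diet nor slide gave 0.000524, smaller than with the diet.

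Among the genes that passed, 20 were higher and 15 lower in soy that are neither in Table S2 nor in the paper's text, Rad51b, Pcp4l1 and Mt1 among them. Of the probes that passed, 57 have no gene symbol here, 31 of them higher and 26 lower in soy. Whether these 57 lie outside Table S2 cannot be told, since 19 of its symbols were not matched. A matched symbol may also have its Table S2 probe among those without a symbol here. One of the 57 had a fold change of 3.64, which Table S2 gives for Hist1h1c, while the probe matched to that gene gave 2.00. Another had 2.32, which Table S2 gives for Phka2, while the closest probe matched to that gene gave 1.08. A like fold change does not show which gene a probe measures. The tables argue against a floor of dim spots as the source, since 197 of the 198 probes that passed, and 56 of those without a symbol, were well above background on all arrays of a group. They also argue against slides as the whole cause, since of the 198 probes with the largest change within slide 1, 88.4% kept its sign within slide 3, and 16 genes passed with slide in the model. The split of the arrays that follows the slides gave 0 probes with limma, but 4041 at an unadjusted p under 0.05, where the splits that follow neither diet nor slide gave 1240 to 2102. What stays open is the diet itself and whatever else differed between the groups. The time of day (adjusted p = 0.000189 with camera), the feeding state (4.45e-07) or carried-over pancreas (1.03e-05) may each move genes outside the paper's list. None of their lists passed with fry or the estimated correlation. For the pancreas list, a split that follows neither diet nor slide gave a smaller value with camera (5.10e-06).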

How the results depend on the processing

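Besides the alternatives set beforehand, 30 settings reported here were chosen only after the data were seen, most of them while the p-values of Table S2 were looked into, and all of them are given below or in a range. The direction of change held in most genes: 171 to 178 of the 182 matched Table S2 genes had the table's sign under every setting run, 173 in the result as reported.

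The number of genes that passed stayed within 1.5 times of 122 without background correction (120), with the 75th-percentile shift (181, which moved the median of all probes by 0.11 on the log2 scale), cyclic loess (119), outlier spots kept (122), trend and robust eBayes (182), gene-level means (91) and the deposited log2 values (122, 121 of them shared). With adjusted p alone it was 122. An offset of 16 gave 48 genes, 35 of them in Table S2, and 9 of the 37 genes named in the paper passed by their brightest probe, in place of 18 (11 by any probe, in place of 21); the cause was not tested. The processed signal gave 5837, 161 and 32 (by any probe, 33 of those in Table S2, and Esr2), with 90.4% of the genes higher in soy; of its probes that passed while well above background on no array, 99.2% were higher. Testing only probes well above background gave 308, 155 and 30 (31 by any probe), with 32372 probes in place of 56605. With slide as a block, 16 genes passed (14 shared), 12 in Table S2 and 4 named by their brightest probe (6 by any), and 43.8% were higher in soy; the block leaves fewer degrees of freedom, and slide 2 holds 1 soy array.

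With the replicate number as a block, 50 genes passed, 40 of them shared, and 35 were in Table S2. The numbers do not pair the samples: deviations from the group mean of arrays with the same number correlated by 0.12, -0.057 and 0.11 across probes. Control and soy arrays on the same slide correlated by 0.12, 0.093 and 0.11, and those on different slides by -0.20 to 0.10, so the slide ties the arrays somewhat, and the 16 genes with the slide block stand beside the 122 reported without it. Since the numbers do not pair, the fit without the replicate block is the one reported, and a gene lost under it is not thereby a weaker effect.

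Leaving out 1 array gave 16 to 125 genes: 63 without control 1, 45 without control 2, 125 without control 3, 30 without soy 1, 18 without soy 2 and 16 without soy 3, with 15 to 70 shared. In the same order, 39, 36, 69, 19, 14 and 12 of them were in Table S2, and 8, 9, 18, 5, 4 and 3 of the genes named in the paper passed by their brightest probe (9, 9, 19, 6, 4 and 3 by any probe). The share higher in soy ran from 43.8% without soy 3 to 62.2% without control 2, with 53.3% without soy 1. These fits rest on fewer arrays. Of the genes with the largest changes, Btbd9, Cebpe, Cyp4a14, Pcp4l1 and Tiam2 stayed under an adjusted p of 0.05 in all 6 of them, and Rad51b in 5.

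Of the settings chosen after the data were seen, averaging probes per accession gave 101 genes, slide as a random block 181, and control spots kept in the quantile step 125. Testing spots above background on 3 arrays or more gave 254 genes and 142 in Table S2. On the deposited log2 values, that filter gave 249 and 141, with robust eBayes 254 and 139, with trend 281 and 146 (with 30 of the genes named in the paper by their brightest probe and 31 by any), and with both 273 and 139. Array weights on those values gave 211 genes, 243 with robust, 214 with trend and 257 with both. Spots above background on any array gave 184 with both. With spots not averaged, the replicate block gave 31 genes, 24 in Table S2 and 7 named by their brightest probe (7 by any), and the slide block 15, 11 and 4 (6 by any), with 46.7% higher in soy. Over all added settings the count ran from 15 to 281; the cause was not tested.

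Of the 20 gene lists, 8 passed with camera, 2 with fry (NRF2 and PPARA targets, adjusted p = 0.00225 and 0.0133) and 0 with the estimated correlation, where the smallest adjusted p was 0.0593 for NRF2 targets. At an unadjusted p under 0.05 these were 8, 6 and 3 lists. Of 22 alternatives, PPARA targets passed under 21, NRF2 targets under 21, the evening clock, fasting and pancreas lists under 20 each, the morning clock list under 19, SREBP-1c targets under 17 and SREBP-2 targets under 14. Kupffer cell markers passed without control 3 (adjusted p = 0.00871) and without soy 1 (adjusted p = 0.0260), and in no other case. With 1 array left out, SREBP-2 targets did not pass without control 2 (0.0797), control 3 (0.0565) or soy 2 (0.329), nor SREBP-1c targets without control 2 (0.0797) or soy 2 (0.0572).

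The median or the direction of the set test turned for 11 lists, none of which had passed; the cause was not tested. Without the Table S2 genes, the median was -0.59 for CAR targets and -0.0016 for male-biased liver genes. With fry, the median was 0.039 for cholangiocyte markers. With the processed signal, the median was -0.084 for CAR targets, 0.14 for Kupffer cell markers, 0.12 for adipocyte markers, -0.034 for endothelial cell markers, 0.38 for female-biased liver genes, 0.046 for hepcidin pathway, 0.036 for male-biased liver genes, 0.42 for microRNA host genes and 0.33 for red cell and neutrophil markers. After the 75th-percentile shift, the median was 0.21 for CAR targets, 0.11 for adipocyte markers, 0.14 for cholangiocyte markers, -0.039 for endothelial cell markers, 0.21 for female-biased liver genes, 0.040 for hepcidin pathway and 0.0029 for male-biased liver genes. After cyclic loess, the median was 0.029 for CAR targets, 0.078 for cholangiocyte markers, 0.044 for female-biased liver genes and 0.036 for male-biased liver genes. Among probes well above background, the median was -0.015 for cholangiocyte markers. With the offset of 16, the median was 0.012 for female-biased liver genes. With a gene's probes averaged, the median was 0.10 for cholangiocyte markers, 0.049 for female-biased liver genes and 0.018 for sex chromosome genes. With slide as a block, the median was 0.041 for cholangiocyte markers, 0.047 for female-biased liver genes, 0.032 for male-biased liver genes, -0.12 for red cell and neutrophil markers and 0.10 for sex chromosome genes. With probes averaged per accession, the median was 0.10 for cholangiocyte markers and 0.018 for sex chromosome genes. With 1 array left out, the lowest and highest medians were -0.11 and 0.041 for CAR targets, -0.11 and 0.34 for Kupffer cell markers, -0.016 and 0.048 for cholangiocyte markers, -0.069 and 0.065 for endothelial cell markers, -0.057 and 0.046 for female-biased liver genes, -0.0038 and 0.12 for hepcidin pathway, -0.070 and 0.040 for male-biased liver genes, -0.10 and 0.28 for red cell and neutrophil markers and -0.17 and 0.061 for sex chromosome genes.

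Of 4000 values of 84 single genes, 3536 kept their direction and side of the threshold, 234 were no longer past it, 213 came past it and 17 turned. Btbd9 turned to -0.13 with accession means, because the accession with the higher mean signal, whose probe does not rise, then stands for the gene. Eif2s3y turned to 0.0177 with gene-level or accession means, 0.0167 with accession means of the deposited values, and 0.0994 and 0.0971 with slide as a block. Lowest and highest values with 1 array left out were -0.21 and 0.061 for Eif2s3y, -0.060 and 0.15 for Esr2 and -0.076 and 0.052 for Gapdh. Spots near background limit what the arrays can show: 56605 probes were tested, and 32372 were well above background in a group. For 14 of the 198 that passed, a group was well above background on no array. The fold change of these is a bound, except for 1 probe where neither group was, which has no bound.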

Differences from the paper's values

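The settings described here as added were chosen only after the values were seen; the other settings were chosen before the data were examined.

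The paper reports 202 differentially expressed genes, and 122 passed here. The 122 leave out the 57 probes that passed without a gene symbol, so part of the gap may come from naming. Of the 19 alternatives, the 75th-percentile shift (181) and trend and robust eBayes (182) came within 1.5 times of the paper's number, without passing 67 and 64 of the 182 matched genes of Table S2. The others did not: no background correction, the offset of 16, the processed signal, cyclic loess, probes well above background, outlier spots kept, gene-level means, the replicate block, the slide block, the deposited log2 values, adjusted p alone and each array left out. Among the added settings, chosen after the values were seen, array weights on the deposited values gave 211 genes without passing 56 of the matched Table S2 genes, and slide as a random block gave 181 without passing 64. In all, 16 added settings, chosen after the values were seen, gave between 138 and 281 genes, within 1.5 times of 202, and did not pass 36 to 87 matched genes. They are slide as a random block, the filter on 3 arrays or more in each form, array weights in each form, and the deposited values with trend, robust or both on spots not averaged, on accession means with both, and on spots above background on any array with trend or both.

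For Esr1 the paper's Table S2 gives a fold change of 0.33, and the brightest probe here gives 0.806. None of the 18 alternatives came within the error of the paper's value: no background correction, the offset of 16, the processed signal, the 75th-percentile shift, cyclic loess, probes well above background, outlier spots kept, trend and robust eBayes, gene-level means, both blocks, the deposited values and the arrays left out gave 0.756 to 0.871. The processed signal is the setting under which a probe of Esr1 passed. These alternatives read the same probe, or the mean of the Esr1 probes with a symbol here, of which the closest gave 0.745. They could not reach a value taken from a probe without a symbol, so they leave the source of the difference open. By qRT-PCR, the paper also found Esr1 lower in soy. For Nrg4 the paper's Table S2 gives 0.25 and the brightest probe here 0.117. Gene-level means (0.220) and slide as a block (0.159) fall within the error. The others do not: no background correction, the offset of 16, the processed signal, the 75th-percentile shift, cyclic loess, probes well above background, outlier spots kept, trend and robust eBayes, the replicate block, the deposited values and each array left out, from 0.0893 without control 3 to 0.140 without soy 2. The other Nrg4 probes gave 0.323 and 0.282.

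The paper names 37 genes, 34 of them in Table S2. Of these 34, 21 passed here in the same direction and 13 did not: Acot3, Aox1, Cyp2j9, Esr1, Fh1, Gapdhs, Gclc, Gclm, Gnat1, Hamp2, Slc11a2, Slc40a1 and Sult1e1. All 13 moved in the paper's direction on their brightest probe, which is not independent evidence, since the paper picked them from these same arrays. Slc40a1 passed under no setting run. The processed signal passed all the others, and probes well above background passed Acot3, Aox1, Fh1, Gapdhs, Gclc, Gclm, Gnat1, Hamp2, Slc11a2 and Sult1e1. The 75th-percentile shift passed Gclc, Hamp2 and Slc11a2, trend and robust eBayes Fh1, Gclc, Gclm and Slc11a2, the replicate block Hamp2, the fit without control 1 Aox1, and the fit without control 3 Gapdhs, Hamp2 and Sult1e1.

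Added settings passed some of these genes as well. Slide as a random block passed Fh1, Gclc, Hamp2 and Slc11a2, and control spots kept in the quantile step Slc11a2. Spots above background on 3 arrays or more passed Aox1, Fh1, Gclc, Gclm, Gnat1, Hamp2, Slc11a2 and Sult1e1. The same filter on the deposited values passed Aox1, Fh1, Gclc, Gclm, Gnat1, Hamp2 and Slc11a2, with robust Fh1, Gclc, Gclm, Gnat1, Slc11a2 and Sult1e1, with trend Acot3, Aox1, Fh1, Gapdhs, Gclc, Gclm, Gnat1, Hamp2, Slc11a2 and Sult1e1, and with both Fh1, Gapdhs, Gclc, Gclm, Gnat1, Slc11a2 and Sult1e1. On the deposited values, array weights alone or with robust passed Fh1, Gclc, Gclm, Gnat1 and Slc11a2, with trend Aox1, Fh1, Gclc, Gclm, Gnat1 and Slc11a2, and with both Fh1, Gclc, Gclm, Gnat1, Slc11a2 and Sult1e1. Spots above background on any array passed Fh1, Gclc, Gclm and Slc11a2 with trend and Fh1, Gclm and Slc11a2 with both. Spots not averaged passed Slc11a2 with robust, Fh1, Gclc and Gclm with trend, Fh1, Gclm and Slc11a2 with both, and Hamp2 with the replicate block. Accession means passed Slc11a2 with robust, Fh1 with trend and Fh1, Gclm and Slc11a2 with both.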

Other observations

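The tests of a difference between slides, of a higher floor of dim spots on the soy arrays and of a change seen by 1 probe only were chosen only after the result was seen. The other tests were written down first.

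The diet split gave 198 probes past the thresholds. Of the 10 splits of the 6 arrays into groups of 3, 1 gave as many, the diet split itself, and the others gave 0 to 3; with 10 splits chance cannot be excluded. The split that follows the slides gave 0 probes with limma, and 4041 at an unadjusted p under 0.05 against 6502 for the diet and 1240 to 2102 for the other splits. The arrays thus hold a signal of the slides, and since the diet difference adds to the spread in that split, its count excludes nothing. Slides are not the whole cause, though. Among 27282 probes well above background on all arrays, the 198 with the largest change within slide 1 kept its sign within slide 3 in 88.4% of cases (median change 1.00), and those chosen within slide 3 kept it within slide 1 in 78.3%. Probes chosen by the difference of the control arrays of slide 1 shared its sign within slide 3 in 56.6%. Of the probes that passed, which were chosen for their difference, 196 were past the fold threshold within slide 1 and 195 within slide 3. With slide in the model, which leaves fewer degrees of freedom, 16 genes passed. The first principal component of the probes holds 44.7% of the variance and parts control from soy arrays. A higher floor on the soy arrays does not account for the result either, since 197 of the 198 probes were well above background on all arrays of a group. The processed signal is different: of its calls among probes well above background on no array, 99.2% were higher in soy, and negative control spots were higher on the soy arrays by 1.17 on the same log2 scale. The excess of higher genes under that signal is consistent with a higher floor of dim spots.

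Lists that bear on how the livers were collected passed too. Clock genes with an evening peak were lower in soy (median -0.74, 0 of 11 genes higher in soy, adjusted p = 9.58e-06; -0.50 within slide 1 and -0.95 within slide 3), opposite to those with a morning peak, with 0.000189 as the larger adjusted p. The fasting and glucocorticoid response was lower (median -0.78, 3 of 15 genes higher, adjusted p = 4.45e-07; -0.94 within slide 1 and -0.65 within slide 3). Pancreas markers were lower (median -0.42, 0 of 12 genes higher, adjusted p = 1.03e-05; -0.57 within slide 1 and -0.15 within slide 3), and 7 of the 12 were well above background in a group, with a median of -0.26, so pancreas carried over with control livers is a candidate source of that part. The highest probe signals of the list were those of Cela1 (15.12 in control and 14.38 in soy, log2), Amy2a5 (11.98 in control and 11.78 in soy, log2) and Ctrb1 (10.89 in control and 10.63 in soy, log2). They rank probe signal and not transcript abundance. In Table S2 there is 1 gene of the list, Cela2a. In the evening clock list, the largest changes were in Dbp (-2.59, adjusted p = 0.300), Ciart (-2.39, adjusted p = 0.219), Nr1d1 (-1.58, adjusted p = 0.106), Usp2 (-1.19, adjusted p = 0.348) and Per1 (-1.03, adjusted p = 0.431). In the fasting list, the largest changes were in Mt2 (-4.65, adjusted p = 0.0667), Mt1 (-3.97, adjusted p = 0.0370), Igfbp1 (-2.50, adjusted p = 0.0244), Zbtb16 (-1.69, adjusted p = 0.154) and Fgf21 (1.49, adjusted p = 0.241). In the pancreas list, the largest changes were in Cela2a (-1.21, adjusted p = 0.0727) and Cela1 (-0.73, adjusted p = 0.192); Try4 was at least 2.07-fold lower, Prss2 was at least 1.29-fold lower, Cpb1 was well above background on no soy array. These lists did not pass with fry (evening clock 0.200, fasting 0.127, pancreas 0.137) or the estimated correlation, and the slide split gave the fasting list an adjusted p of 0.0143, the pancreas list 4.57e-05 and the evening clock list 4.93e-08, the last smaller than with the diet split. For the pancreas list a split that follows neither diet nor slide gave 5.10e-06, also smaller than with the diet. The hour of collection, the feeding state or a piece of pancreas may therefore differ between the groups, and the design does not separate them from the diet.

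Lists that bear on how the diet may act gave the following. PPARA targets were higher in soy (median 0.70, 24 of 26 genes higher in soy, adjusted p = 9.24e-20; 0.76 within slide 1 and 0.70 within slide 3), and without Table S2 genes, of which the list holds 7, the adjusted p was 4.41e-10. NRF2 targets were higher (median 0.80, 19 of 22 genes higher in soy, adjusted p = 9.74e-15; 0.84 within slide 1 and 0.80 within slide 3), with 0.0198 without the 11 in Table S2. Lipogenesis (SREBP-1c) targets were lower (median -0.41, 4 of 15 genes higher in soy, adjusted p = 0.00932; -0.31 within slide 1 and -0.17 within slide 3), with 0.0198 without the Table S2 gene, Pnpla5. CAR targets did not pass (median -0.039, adjusted p = 0.508, and 0.323 without Table S2 genes), and 6 of them are shared with other lists. Every other split parts the diets 2 to 1 and so still holds some of the diet difference. Of the 10 splits, the diet split alone had the smallest p for PPARA and NRF2 targets, whereas for SREBP-1c targets 3 splits, the diet split among them, had a p as small. The slide split gave PPARA targets an adjusted p of 0.000267, NRF2 targets 0.0565 and SREBP-1c targets 0.00152. For PPARA targets, the largest changes were in Cyp4a14 (3.27, adjusted p = 0.00785), Vnn1 (2.41, adjusted p = 0.163), Acot3 (2.37, adjusted p = 0.0767), Cyp4a31 (2.16, adjusted p = 0.243) and Cyp4a10 (2.15, adjusted p = 0.228). For NRF2 targets, the largest changes were in Gsta2 (2.30, adjusted p = 0.0658), Htatip2 (1.54, adjusted p = 0.0306), Gclc (1.44, adjusted p = 0.0529), Ephx1 (1.22, adjusted p = 0.0473) and Gstm4 (1.19, adjusted p = 0.0167). For SREBP-1c targets, the largest changes were in Thrsp (-1.43, adjusted p = 0.305), Elovl5 (-1.17, adjusted p = 0.0591), Elovl6 (-1.06, adjusted p = 0.196), Acacb (-1.03, adjusted p = 0.0401) and Scd1 (-0.73, adjusted p = 0.537). PPARA and NRF2 activation and lower SREBP-1c activity stay open as hypotheses, beside the time of day and the feeding state. The fasting list was lower in soy (adjusted p = 4.45e-07 with camera, 0.127 with fry), while by general knowledge of the liver less fasting lowers PPARA targets and raises lipogenesis. That list mixes fasting with glucocorticoid response, and 3 of its 15 genes were higher in soy, Fgf21 among them (1.49, adjusted p = 0.241 with limma). It therefore cannot set the direction of the feeding state, nor rule it out as a source of the PPARA and SREBP-1c changes. The paper's Supplementary Table S1 gives a different lipid content for the diets, so fat cannot be separated from soy protein or isoflavones here; no test separates them.

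Markers of other liver cells gave no joint shift that a lower share of hepatocytes would give. The smallest adjusted p was 0.329 for Kupffer cells (median 0.11, 9 of 10 higher), with 0.480 for stellate cells (median -0.10), 0.698 for endothelial cells (-0.030) and 0.931 for cholangiocytes (0.039). The medians are near 0 and differ in sign between cell types, so a small change of cell shares is not excluded. The slide split gave Kupffer cell markers an adjusted p of 7.62e-08. Adipocyte markers (median -0.10, adjusted p = 0.656) cannot tell either, since 4 of 8 were well above background, and Adipoq and Plin1 on no array. Red cell and neutrophil markers had a median of 0.19 (adjusted p = 0.656) and sex chromosome genes -0.066 (0.837). Changes of sex chromosome genes were in Kdm5d (-0.24, adjusted p = 0.595), Ddx3y (-0.12, adjusted p = 0.771), Eif2s3y (-0.066, adjusted p = 0.902) and Uty (0.062, adjusted p = 0.855); Xist was well above background on no array.

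Female-biased liver genes (median -0.0013, mean 0.16) and male-biased liver genes (-0.0030, adjusted p = 0.674) did not pass, the smaller adjusted p being 0.656, so feminized expression can neither be seen nor excluded. The median and the mean or set test also differ in sign for CAR targets, endothelial cell, cholangiocyte and adipocyte markers. For the host genes of the microRNAs, 2 of the 6 listed were on the array; their median was 0.36 (adjusted p = 0.656), and the smaller adjusted p of a single gene was 0.129, for Col27a1. Whether their transcription rose cannot be told from these values.

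A change seen by 1 probe only is a candidate explanation for the large rise of Btbd9, since its other, brighter probe changed by -0.13 (SE 0.13); which transcript form or variant the rising probe reads was not tested. For Rad51b the other probe changed by -0.048 but was not well above background on any array, so it decides nothing. Sult1a1, which the paper names with the xenobiotic genes, is in Table S2, and its brightest probe changed by -0.89 (adjusted p = 0.0749) and did not pass, while its other probe passed with -0.93 (adjusted p = 0.0331), both without overlap; no Sult1a1 probe passed with any 1 array left out.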
